A study of Homo sapiens with 56 samples.

How the data were processed

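The series held 56 RNA-seq libraries of 4 human mantle cell lymphoma cell line cultures, MINO-P, MINO-VR, JEKO-1 and Z138. Per the labels' protocols, RNA was isolated with QIAshredder columns and RNeasy Mini kits, libraries were made with the TruSeq RNA kit v2 after poly-A enrichment, and paired ends were sequenced. The labels and the table's header stated no aligner, counter, genome build, annotation release, strand use or filter.

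The deposited table held 21596 genes with 9 annotation columns and 1 value column for each library, with 0 value columns left unmatched to a library. The deposited values were log2 of library-scaled counts (CPM) plus 1: after the log2 was undone, the values of each library summed to between 999983.9846 and 1000008.5896 CPM. No further normalization by the authors was visible in these sums. The gene coordinates given below are those of the deposited table. Against release 29 of the GENCODE annotation of GRCh38, 99.56% of the table's entries had a gene of that identifier, of which 99.87% lay on the same chromosome and 57.5% began at the same base, so the coordinates were read as GRCh38. An entry without a gene name held at most 0.0008% of a library and was left out of all tests. Values under 1e-06 on the log2 scale were set to 0.

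Sequencing depth was recovered from the table itself. Low CPM values of a library lie in steps, and the step gives the CPM worth of 1 read. The recovered depth was 5.52 to 21.6 M reads per library, with a median of 16.0 M. Between 77.7% and 89.5% of the low values of a library came out as whole reads, so the values were not treated as counts and no count model was fitted. At these depths, 3 reads correspond to 0.139 CPM in the deepest and 0.543 CPM in the shallowest library, and the 95% Wilson intervals of the mitochondrial shares were at most 0.081 percentage points wide. Intervals and floors cover counting error only.

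Groups were formed by cell line and treatment as the labels give them, which made 37 groups, of which 22 held 1 library, 11 held 2 and 4 held 3. Replicate numbers only name libraries in the order of the series, because the labels give no replicate numbers. Library names formed an HK series, with 8 MINO-P and MINO-VR libraries of CON, CLF, BTZ and BTZ_CLF, and an MCL series with the other 48 libraries. Within MINO-P and MINO-VR no treatment was found in both series, so the series term rested on the treatment effects of the other lines. Some MCL names carried a final letter, a in MINO-P, MINO-VR and JEKO-1 and A in Z138, and both were taken as the same suffix and the same block level. The treatment codes CON, CLF, BTZ and IBR are used as in the labels, and CON is taken as the untreated control because the design text names untreated samples.

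The test design, the named-gene rule, the apoptosis list, the 10 gene sets and the first set of alternatives were fixed before the data were examined. The planned main test was a quasi-likelihood test for counts. Because the deposited unit was log2, the fallback written in the same design was used instead: limma (version 3.58.1, in R 4.3.3) with an intensity trend on log2(CPM + 1), for genes with at least 1 CPM in 2 or more libraries of the fit. Calls were made at a Benjamini-Hochberg adjusted p under 0.05, and all adjusted p-values below are from limma. Fold changes are on the log2(CPM + 1) scale, which understates the change of genes with low values. Each treatment comparison came from 1 model over all 56 libraries with treatment, cell line and library series as terms, tested on 16498 genes. The comparison of MINO-VR with MINO-P used the 9 treatments found in both, with treatment as a term and 14631 genes. The interaction of cell line and CLF used the 19 libraries of IBR and IBR_CLF in an F-test on 15294 genes. Z138 was also fitted alone, with 13 libraries and 14028 genes, because it has 2 untreated libraries of the same series as its treated ones. In all, 19 comparisons were fitted.

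Named genes were, for each comparison, up to 3 with the largest rise and up to 3 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 1 CPM over the libraries compared and the same direction in every line that had both groups (in every treatment for MINO-VR against MINO-P). The genes of an apoptosis list were added to these. The list held 19 genes of the BCL2 and inhibitor-of-apoptosis families, fixed because the series' title names BIRC5 and MCL-1. Of these, 18 were tested. BCL2L11 failed the filter, with at least 1 CPM in 1 of 56 libraries and a maximum of 1.312 CPM. Gene sets were 10 fixed lists tested in 8 comparisons, 80 tests adjusted together, with camera at its preset correlation of 0.01, and with fry and an estimated correlation as alternatives.

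This first set left out the series term, used JEKO-1 and Z138 only, averaged libraries of the same line and treatment, added the library-name suffix as a block, dropped the filter, required at least 10 recovered reads in every library, used a pseudocount of 0.1, or left out each library or cell line in turn. The planned sums of libraries were run as averages of CPM. Alternatives chosen after seeing the data were to leave out the 15 mitochondrial genes and rescale each library to the same total, to divide by median-of-ratios size factors over 8996 genes, to use limma array weights, to average plain and a libraries outside Z138, and to leave out each cell line from the interaction. Another was to pair libraries of the same line, series, suffix and replicate number and to fit the compared libraries alone with a term for the pair, in comparisons with 5 or fewer called genes and at least 3 pairs. Alternatives of the first set that need counts were not run. The array weights of the treatment model stopped before reaching their tolerance.

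The models were tested on simulated data with 200 changed genes. Of these, 71.0% were recovered in the comparison of IBR with CON, with 14341 genes tested, and 5.3% of the genes called were false. The share was 98.5% for MINO-VR against MINO-P on 14087 genes, 13.5% for the interaction on 14086 genes and 31.0% for a Z138 comparison of 2 against 2 libraries on 13873 genes. With no gene changed, at most 1 gene was called in any comparison. Reads of each library were simulated independently from the mean of the CON libraries, at the recovered depths and a single dispersion of 0.1. Differences between lines, mitochondrial shares and close pairs of libraries were not simulated. These shares therefore do not measure the errors of the real comparisons. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Correlations or overlaps between comparisons with the same controls were not computed. The raw reads were not analysed here.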

Results

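Gene expression was measured by poly-A RNA-seq in 56 libraries of mantle cell lymphoma, a B-cell lymphoma, grown as 4 cell line cultures: MINO-P (15 libraries), MINO-VR (13), JEKO-1 (15) and Z138 (13). MINO-P and MINO-VR are labelled as separate cultures of MINO, and the labels do not say what P and VR stand for. The study's title and design text name the block of BIRC5 and MCL-1 as a way around drug resistance, alone and together with other drugs. Cells were untreated (CON, 5 libraries) or treated with CLF (6), BTZ (6), IBR (11), YM155 (4), S63845 (6), IBR_CLF (8), BTZ_CLF (4), IBR_YM155 (2), BTZ_YM155 (2), IBR_S63845 (1) or BTZ_S63845 (1). YM155 is a small molecule developed to suppress expression of BIRC5 (survivin), and S63845 is a small-molecule inhibitor of the MCL-1 protein. Recovered depth was 5.52 to 21.6 M reads per library (median 16.02 M), and 11836 to 17495 genes had at least 1 read in a library.

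The libraries differed in composition before any gene was compared. Mitochondrial transcripts held 1.91% of the untreated JEKO-1 library (95% Wilson interval 1.901 to 1.913) and up to 80.5% of a library (interval 80.458 to 80.516, JEKO-1 BTZ_CLF replicate 1), with a median of 6.69%. The 2 JEKO-1 libraries of BTZ_CLF averaged 72.99% ± 10.6 (SD, n = 2) and those of IBR_CLF 59.9% ± 1.09 (n = 2). The 3 JEKO-1 libraries of BTZ were at 67.6%, 67.5% and 9.92%, a mean of 48.3% ± 33.3. JEKO-1 IBR libraries averaged 18.1% ± 4.02 (n = 3), MINO-P IBR libraries 13.9% ± 4.73 (n = 3), MINO-VR IBR libraries 12.8% ± 4.30 (n = 3) and Z138 IBR libraries 7.10% ± 2.14 (n = 2). Because CPM values share a fixed total, a rise of this size lowers the listed value of every other gene in the library. Each comparison was therefore also computed with mitochondrial genes left out and with size factors, 2 scalings chosen after the data were seen. The scaling moved the median fold change of all genes by more than 0.1 log2 units in every treatment comparison except CLF, IBR and S63845 against CON, as given below with each comparison.

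**Figure D1:**
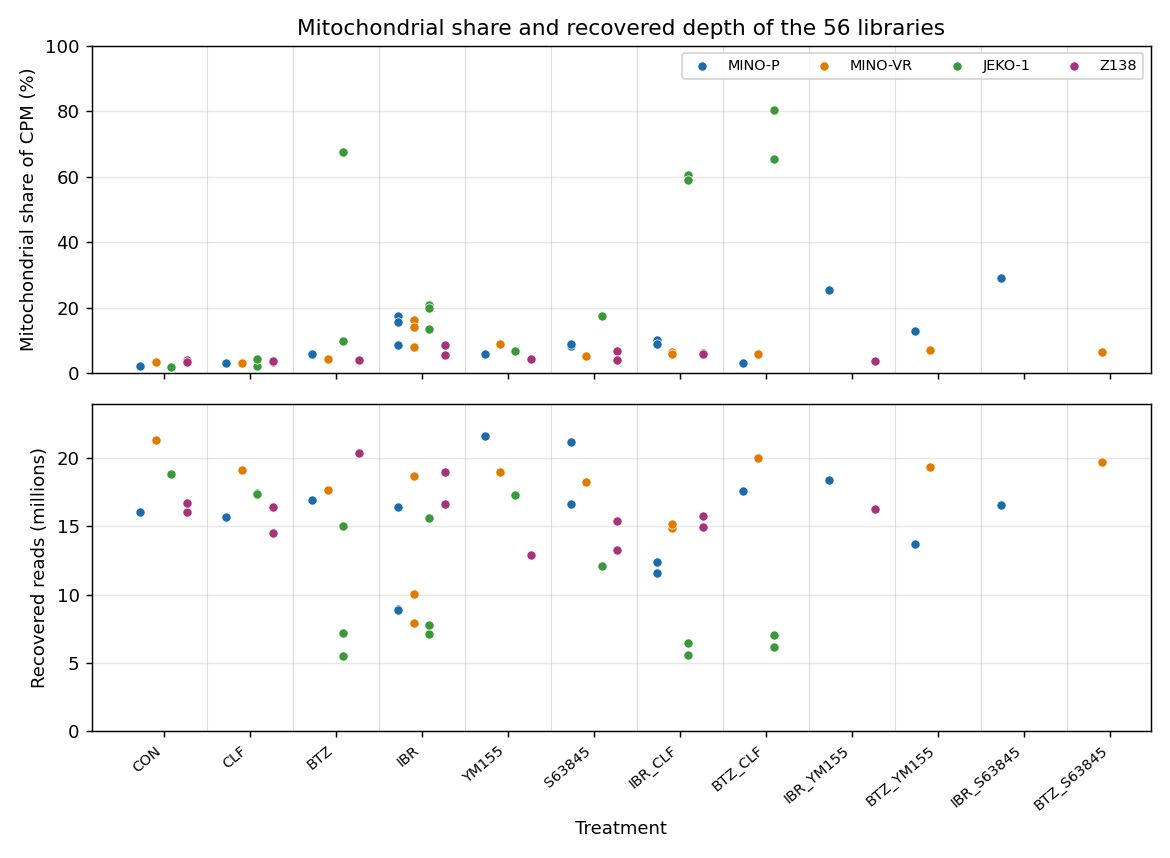
Percent of each library's CPM on mitochondrial genes (top) and recovered reads in M (bottom), by treatment, with 1 point per library coloured by cell line. JEKO-1 libraries of BTZ_CLF, IBR_CLF and 2 of the 3 of BTZ lie between 59.1% and 80.5% on the top axis, against a median of 6.69% over all libraries.

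Libraries of the same line and treatment were compared first, because their spread sets what a difference between groups must exceed. Over the 23 pairs of such libraries, the Pearson correlation of log2(CPM + 1) across genes had a median of 0.963 and ranged from 0.740 to 0.992. It had a median of 0.936 over 343 pairs of the same line with different treatments and 0.879 over 129 pairs of the same treatment in different lines. Genes are not independent replicates, so these correlations only describe the libraries. The most similar library was of the same cell line for 53 of 56 libraries, of the same treatment for 17 and of the same line and treatment for 15. All of these 15 except MINO-P S63845 replicate 2 belonged to pairs of MINO-P, MINO-VR or JEKO-1 libraries whose names differ only by the suffix a. The first principal component held 27.4% of the variance, of which cell line accounted for 60.7% and treatment for 34.6%. The second component held 20.3%, of which cell line accounted for 96.4%. The lowest correlations between replicates, 0.740 and 0.742, were those of JEKO-1 BTZ replicate 3 with replicates 1 and 2.

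**Figure D2:**
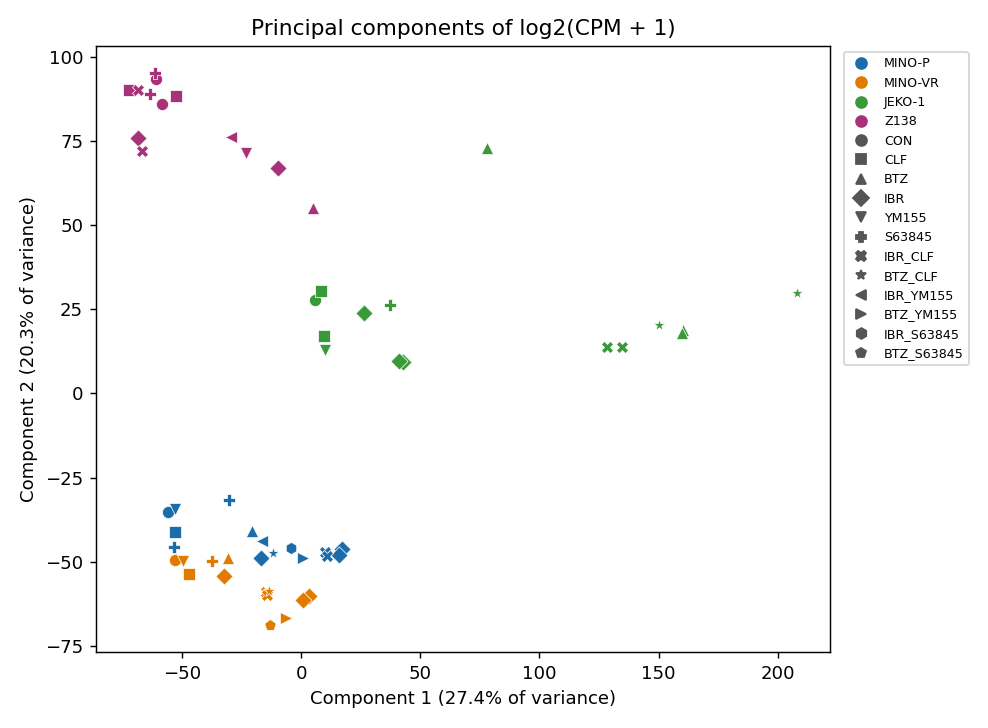
Scores of the 56 libraries on the first (27.4% of variance, horizontal) and second (20.3%, vertical) principal component of log2(CPM + 1), with 1 point per library, coloured by cell line. Cell line accounted for 96.4% of the second component, and the JEKO-1 libraries of BTZ replicates 1 and 2 have first-component scores of 160.2 and 159.9.

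Some pairs of libraries had names that differed only by a final letter, a in MINO-P, MINO-VR and JEKO-1 and A in Z138. In MINO-P, MINO-VR and JEKO-1, the 8 such pairs had a chi-square of 4.09 to 9.26 per degree of freedom, computed on recovered reads. The 10 other pairs of the same line and treatment had 97.2 to 404.6, and the 5 pairs of Z138 had 55.8 to 339.0. The 8 pairs exceeded counting noise, which repeats of a sample would also do, so independence of their libraries was not shown. Each library was kept as its own sample because the labels list it as one, and the n given below counts libraries. Averaging the 8 pairs lowered the number of genes called from 1147 to 739 in IBR against CON, from 45 to 12 in YM155 against CON, from 152 to 30 in BTZ_YM155 against BTZ, from 6693 to 3602 in BTZ_CLF against CLF and from 814 to 61 in IBR_CLF against CLF.

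Each single agent was compared with CON to find which genes it changed. BTZ gave the largest single-agent response, with 3966 of 16498 genes called at an adjusted p under 0.05 in limma, 288 higher and 3678 lower. Among the settings applied to all libraries, a filter of at least 10 recovered reads in every library moved this count most, to 2212. The balance depended on the scaling, since the median of all genes was -0.42 log2 units as deposited. Once mitochondrial genes were left out the median was -0.17 and 3204 genes were called, 838 higher (26.2%) and 2366 lower, of which 2641 were also called as deposited. With size factors the median was -0.07 and 3260 were called, 1372 higher (42.1%) and 1888 lower. Without the untreated JEKO-1 library 2455 genes were called. BTZ replicate 3 of JEKO-1 resembled the other BTZ libraries less, and without it 5143 were called.

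Among genes meeting the naming rule, the 3 largest rises in BTZ were in heat shock genes. HSPA6 (ENSG00000173110, chromosome 1, 161524540 to 161526895) averaged 891 ± 766 CPM (SD, n = 6) in BTZ and 1.84 ± 2.02 CPM (n = 5) in CON, a log2 fold change of 8.10 (SE 1.27, limma adjusted p 8.79e-06). HSPA1A (ENSG00000204389, chromosome 6, 31815543 to 31817947) rose by 5.91 (SE 1.08, adjusted p 7.12e-05) and HSPA1B (ENSG00000204388, chromosome 6, 31827738 to 31830255) by 4.94 (SE 0.92, adjusted p 9.99e-05). HSPA1A and HSPA1B are near-identical copies, and the counting method could split reads between them, so their separate values are uncertain. HSPA6 also has a closely similar pseudogene, with the same limit. The 3 largest falls were in genes of mitosis. AURKB (ENSG00000178999, chromosome 17, 8204733 to 8210601) averaged 4.81 ± 8.80 CPM in BTZ and 68.5 ± 23.6 CPM in CON, a log2 fold change of -4.17 (SE 0.52, adjusted p 3.08e-07). KIF18B (ENSG00000186185, chromosome 17, 44924709 to 44947774) changed by -4.04 (SE 0.53, adjusted p 5.29e-07) and PLK1 (ENSG00000166851, chromosome 16, 23677656 to 23690368) by -4.04 (SE 0.56, adjusted p 1.21e-06). All 6 genes were called under each of the 25 or 26 alternatives run for them, and 2877 genes met the rule by which they were chosen.

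IBR changed fewer genes, with 1147 called, 506 higher and 641 lower, and a median over all genes of 0.02. Array weights, which give less weight to libraries far from the model, gave 4500, the largest move in number of genes. The scalings moved the median by less than 0.1 and gave 1851 and 1983 calls, of which 1046 and 1043 were also called as deposited. Leaving out Z138 CON replicate 1 or 2 gave 721 or 585. As a ratio the count moved most when only JEKO-1 and Z138 were fitted, the lines whose libraries all belong to the MCL series, where 79 genes were called. HMOX1 (ENSG00000100292, chromosome 22, 35380361 to 35394215) had the largest rise under the naming rule, from 14.4 ± 12.6 CPM (n = 5) to 608 ± 391 CPM (n = 11), a log2 fold change of 5.73 (SE 0.88, limma adjusted p 6.00e-05). 7SK (chromosome 6, 52995620 to 52995951) rose by 5.36 (SE 1.013, adjusted p 0.000709) and SNORD3A (ENSG00000263934, chromosome 17, 19188016 to 19188715) by 4.96 (SE 1.11, adjusted p 0.00397). Both are short non-coding RNAs with many near-identical copies, 7SK stands for several identifiers in the table, and their values are uncertain. The SNORD3A rise was not called when JEKO-1 was left out (adjusted p 0.267, the highest of 30 alternatives, which began at 4.14e-05). PTPN6 (ENSG00000111679, chromosome 12, 6946468 to 6961317) fell from 190 ± 156 CPM to 31.4 ± 35.8 CPM, a log2 fold change of -3.83 (SE 0.47, adjusted p 1.34e-06). NIBAN3 (ENSG00000167483, chromosome 19, 17523301 to 17553840) and IL10 (ENSG00000136634, chromosome 1, 206767602 to 206774542) each changed by -3.54 (SE 0.63, adjusted p 0.000402). IL10 averaged 23.3 CPM in CON and 0.283 CPM in IBR. HMOX1, 7SK, PTPN6, NIBAN3 and IL10 were called under all alternatives run for them.

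YM155 gave 45 calls, 32 higher and 13 lower, with a median over all genes of 0.13. It moved to 672 under array weights and to 1 with JEKO-1 and Z138 only. With size factors the median was -0.01 and the calls numbered 191, 99 higher (51.8%) and 92 lower, against 71.1% higher as deposited. Leaving out mitochondrial genes gave 197, 127 higher and 70 lower. The count rested on single libraries: it was 0 without Z138 YM155 replicate 1 (1900 genes at an unadjusted p under 0.05), 0 without Z138 CON replicate 2 (1813), 6 without MINO-P CON replicate 1, and 19 without Z138 CON replicate 1. It was 25 without MINO-P YM155 replicate 1, 26 without JEKO-1 CON replicate 1, 28 without JEKO-1 YM155 replicate 1 and 29 without MINO-VR CON replicate 1. The named rises were UPP1 (log2 fold change 3.29, SE 0.79, limma adjusted p 0.0465), RGS1 (3.14, SE 0.64, adjusted p 0.0241) and GPNMB (3.05, SE 0.72, adjusted p 0.0433). The named falls were LINC02642 (-2.46, SE 0.56, adjusted p 0.0328), DDN (-2.30, SE 0.50, adjusted p 0.0323) and CTXN1 (-2.18, SE 0.44, adjusted p 0.0241). Each lost its call under 7 or more of the 23 or 24 alternatives, with adjusted p-values up to 0.553. In MINO-P, MINO-VR and JEKO-1, all YM155 and S63845 libraries lie in a late run of MCL library numbers without an untreated library. The series term does not cover this run. JEKO-1 CLF replicate 1, from before it, was most like untreated JEKO-1 (correlation 0.996). Replicate 2, within it, was most like JEKO-1 YM155 (0.982). Library order was not modelled, so the YM155 and S63845 comparisons may mix drug and order.

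CLF and S63845 alone gave 0 called genes against CON, with 58 and 414 genes at an unadjusted p under 0.05. The smallest adjusted p was 0.438 for CLF. Both unadjusted counts lay below the 825 of 16498 genes expected by chance, so the spread shared over all libraries may be too wide for these comparisons. Their 0 calls do not show that no gene changed. Libraries of the same line, series, suffix and replicate number were therefore also paired and fitted alone, a fit chosen after the data were seen. The labels do not say that such libraries were run together. For CLF, 5 pairs again gave 0 called genes of 14300, with a smallest adjusted p of 0.469, but 1215 at an unadjusted p under 0.05 against 715 expected by chance. For S63845, 3 pairs gave 0 called genes and 581 against 683 expected. A shared spread that was too wide was thus borne out for CLF only. Both other scalings also gave 0. For CLF, 1 gene was called without the untreated JEKO-1 library and 8 under array weights. For S63845, 3 were called under array weights and 2 when Z138 was left out.

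**Figure D3:**
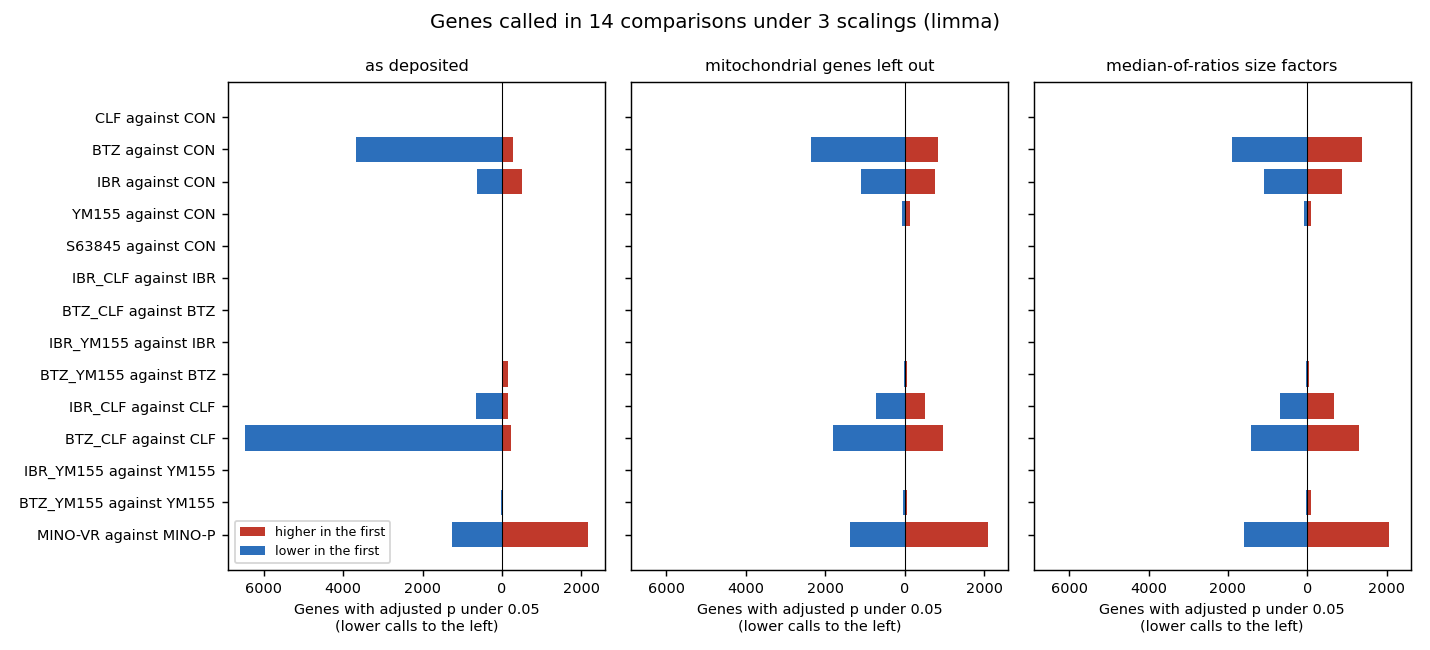
Number of genes called at an adjusted p under 0.05 in 14 comparisons (bars to the right for higher, to the left for lower) as deposited, with mitochondrial genes left out and with size factors. In BTZ_CLF against CLF the calls as deposited are 230 higher and 6463 lower, while size factors give 1309 higher and 1431 lower.

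The combinations were compared with each of their components, to see what the second drug added. Adding CLF to IBR gave 2 called genes against IBR, with 1521 at an unadjusted p under 0.05. They were RAET1E-AS1 (chromosome 6, 149863494 to 149919515), with a log2 fold change of -1.31 (SE 0.25, limma adjusted p 0.0367), and DHRS3, with 0.86 (SE 0.16, adjusted p 0.0222). DHRS3 lay outside the naming rule and was chosen after its values were seen. RAET1E-AS1 is an antisense gene, and since strand use is not stated its value is uncertain. RAET1E-AS1 lost its call under 20 of 34 alternatives and DHRS3 under 16. The median of all genes was -0.13, against 0.01 with mitochondrial genes left out and 0.04 with size factors. Under the first of these 0 genes were called (1679 unadjusted), and under the second 1 was. Array weights gave 543, and 8 pairs of libraries fitted alone gave 0 (905 unadjusted, against 754 expected by chance). The pairs also gave 0 with mitochondrial genes left out (1647 against 778 expected) and with size factors (1737 against 761). The count was 25 without Z138 IBR_CLF replicate 1, and 17 without replicate 2. It was 1 without MINO-P IBR_CLF replicate 2, MINO-VR IBR replicate 1 or 2, MINO-VR IBR_CLF replicate 1, JEKO-1 IBR replicate 1 or Z138 IBR replicate 1. It was 0 without MINO-P IBR replicate 2 (1716 unadjusted), MINO-P IBR_CLF replicate 1 (1213), JEKO-1 IBR replicate 2 (1297) or JEKO-1 IBR_CLF replicate 1 (766) or 2 (765).

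Adding CLF to BTZ gave 0 called genes against BTZ (986 unadjusted), with a median of -0.22. The median was 0.03 with mitochondrial genes left out and 0.02 with size factors, and 12 and 13 genes were then called, 11 and 12 of them higher. Under the same scalings, 4 pairs of libraries fitted alone gave 0 (511 and 467 unadjusted, against 715 and 702 expected by chance). Adding YM155 to IBR gave 0 against IBR (537 unadjusted) and 0 against YM155 (310 unadjusted). With no filter on low values, these became 70 and 19. The medians were -0.05 and -0.20 as deposited, 0.06 and -0.02 with mitochondrial genes left out, and 0.02 and 0.03 with size factors.

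Adding YM155 to BTZ gave 152 called genes against BTZ, 147 higher (96.7%) and 5 lower, with a median of 0.37. After mitochondrial genes were left out the median was 0.13 and 82 were called, 66 higher (80.5%) and 16 lower. With size factors it was 0.04 and 83 were called, 44 higher and 39 lower. The combination was present in MINO-P and MINO-VR only, with 1 library each. The count was 755 without Z138 BTZ replicate 1, 95 without JEKO-1 BTZ replicate 1, 98 without replicate 2, 16 without the series term and 10 with the libraries of a line and treatment averaged. The named rises were MX1 (4.45, SE 1.15, limma adjusted p 0.0404), TRAF1 (4.10, SE 0.78, adjusted p 0.00448) and PLSCR1 (3.71, SE 0.97, adjusted p 0.0423). The named falls were CD24 (-2.96), SOX4 (-2.65) and MEX3D (-2.34, SE 0.42, adjusted p 0.00288). CD24 has pseudogene copies and its value is uncertain, and SOX4 had at most 6 recovered reads in the BTZ_YM155 libraries. Within MINO-P and MINO-VR themselves the difference in MX1 was 2.15 to 2.38 and that in SOX4 -0.78 to -0.72, smaller than the fitted changes. These differences cross library series, since the BTZ libraries of these lines belong to HK and the BTZ_YM155 libraries to MCL. The fitted changes carry the series term and also draw on BTZ libraries of JEKO-1 and Z138, and without that term neither gene was called. TRAF1, CD24 and MEX3D also lost their call without it (limma adjusted p 0.187, 0.159 and 0.197). Within MINO-P and MINO-VR they differed by 1.35 to 1.97, -1.73 to -1.72 and -0.87 to -0.71, again less than fitted. PLSCR1 differed by 3.08 to 4.69, around its fitted 3.71. MX1 and PLSCR1 were not called under either other scaling. All 6 lost their call under at least 1 alternative.

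Against YM155, BTZ_YM155 had 56 called genes, 32 higher (57.1%) and 24 lower, with a median of -0.20. Leaving out mitochondrial genes moved the median to -0.10, and 95 were called. With size factors it was -0.03 and 141 were called, 103 higher and 38 lower. Array weights gave 1414 and the filter of 10 reads gave 2. The count was 22 without MINO-P YM155 replicate 1 and 17 without MINO-VR YM155 replicate 1. CLU (4.51, SE 0.88, limma adjusted p 0.00705), GPX3 (4.47, SE 0.83, adjusted p 0.00367) and B4GALNT1 (4.32, SE 0.96, adjusted p 0.0220) had the largest named rises. GPR18 (-3.41), GRIK3 (-3.18) and MYB (-3.12) had the largest named falls, and GRIK3 was not called under either other scaling. Each named gene of this comparison lost its call under at least 1 alternative, GRIK3 under 9 of 15 and GPR18 under 5 of 15.

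IBR_CLF differed from CLF in 814 genes, 150 higher (18.4%) and 664 lower, with a median of -0.16. The median was 0.01 with mitochondrial genes left out, where 1214 were called, 500 higher (41.2%) and 714 lower. It was 0.07 with size factors, where 1348 were called, 665 higher (49.3%) and 683 lower. The count was 1783 without Z138 IBR_CLF replicate 1, 230 without JEKO-1 CLF replicate 1, 421 without JEKO-1 CLF replicate 2, 311 and 290 without JEKO-1 IBR_CLF replicates 1 and 2, and 398 and 441 without Z138 CLF replicates 1 and 2. Array weights gave 3470 and leaving out the series term 2747, the largest moves in number of genes. With the suffix pairs averaged it was 61, and it moved most as a ratio, to 3, with JEKO-1 and Z138 only. 7SK (4.86, SE 0.99, limma adjusted p 0.00325), SNORD3A (4.70, SE 1.09, adjusted p 0.00769) and HSPA6 (4.57, SE 1.22, adjusted p 0.0212) had the largest named rises, with the limits on shared reads given above. HSPA6 lost its call under 10 of 28 alternatives and SNORD3A under 6. MPEG1 (-4.01, SE 0.69, adjusted p 0.000652), CD180 (-3.83, SE 0.61, adjusted p 0.000227) and UHRF1 (-3.69, SE 0.69, adjusted p 0.00146) had the largest named falls. 7SK lost its call under 3 of 28 alternatives, MPEG1 and CD180 each under 2 of 28 and UHRF1 under 1 of 29.

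BTZ_CLF differed from CLF in 6693 genes, 230 higher (3.4%) and 6463 lower, with a median of -0.75. Without mitochondrial genes the median was -0.15 and 2759 were called, 955 higher (34.6%) and 1804 lower, of which 2028 were also called as deposited. With size factors the median was -0.06 and 2740 were called, 1309 higher (47.8%) and 1431 lower. Without JEKO-1 BTZ_CLF replicate 1, the library with the highest mitochondrial share, 3095 were called as deposited. HSPA6 (7.98, SE 1.36, limma adjusted p 2.41e-05), HSPA1A (6.80, SE 1.15, adjusted p 2.30e-05) and HSPA1B (5.05, SE 0.99, adjusted p 0.000128) again had the largest named rises. IFITM1 (-4.36, SE 0.66, adjusted p 4.07e-06), TOP2A (-4.34, SE 0.65, adjusted p 4.51e-06) and SPIB (-4.30, SE 0.66, adjusted p 5.75e-06) had the largest named falls. These 6 were called under each of the 24 or 25 alternatives run for them. IFITM1 has close paralogs, so part of its value is uncertain.

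The apoptosis list was read in every treatment comparison, since the title names 2 of its genes. In BTZ against CON, 6 of the 18 tested genes were called adjusted over the list alone, and 6 were called over all genes tested. BIRC5 (chromosome 17, 78214186 to 78225637) changed by -2.67 (SE 0.62, limma adjusted p over the list 0.000507), BCL2L1 by -1.98 (SE 0.36, 2.59e-05), BIK by -1.80 (SE 0.38, 0.000154), BCL2A1 by -1.62 (SE 0.48, 0.00691) and BID by -0.97 (SE 0.35, 0.0225), while HRK rose by 1.44 (SE 0.51, 0.0225). The other scalings also called PMAIP1 over the list, higher by 0.90 with mitochondrial genes left out and by 1.06 with size factors, and with size factors BID was not called. Over all genes, BIRC5, BCL2L1 and BIK were called under each alternative run for them, BID was not called under 15 of 26, HRK under 13 of 25 and BCL2A1 under 5 of 25. In IBR against CON, 1 gene was called in both ways, BIK at -1.46 (SE 0.37, adjusted p over the list 0.00493), and it was not called over all genes under 6 of 30 alternatives. In BTZ_CLF against CLF, 8 genes were called in both ways, all lower, led by BIRC5 at -3.56 (SE 0.67, adjusted p over the list 2.07e-05) and BID at -2.03. Over the list, 5 genes were called with mitochondrial genes left out, BIRC5, BID and BIK lower and PMAIP1 (0.90) and HRK (1.74) higher. With size factors 4 were called, BIRC5 and BID lower and PMAIP1 (1.05) and HRK (1.84) higher. The other 10 comparisons had 0 calls over the list, with 0 to 5 genes at an unadjusted p under 0.05. In CLF against CON the paired fit called 3 genes over the list and 0 over all genes. They were BIRC3 (-0.69, SE 0.19), BCL2L1 (-0.42, SE 0.12) and BIRC5 (-0.39, SE 0.11), each with an adjusted p over the list of 0.0460, and BIRC5 was lower with CLF in 5 of 5 pairs as deposited and 4 of 5 with size factors. The same 3 were called over the list by the paired fit under both other scalings. In S63845 the paired fit called PMAIP1 (0.90) over the list with mitochondrial genes left out only. With size factors, and libraries not paired, 1 gene was called over the list in YM155 and 2 in IBR_CLF against IBR.

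The genes named in the title were also read in each single agent. BIRC5 averaged 156 ± 69.9 CPM (n = 5) in CON, 135 ± 72.1 (n = 6) in CLF, 113 ± 237 (n = 6) in BTZ, 69.0 ± 62.8 (n = 11) in IBR, 59.7 ± 33.2 (n = 4) in YM155 and 121 ± 59.99 (n = 6) in S63845. In BTZ it ranged from 4.71 to 595 CPM, and the highest value was that of JEKO-1 replicate 3. In YM155 the fitted change of BIRC5 was -1.30, which was not called (limma adjusted p over the list 0.293). In IBR it was -1.20 (adjusted p over the list 0.202). As deposited, each of the 4 YM155 and 11 IBR libraries nevertheless lay below the untreated libraries of its own line. In MINO-P and MINO-VR this crosses library series. In JEKO-1, YM155 had 83.3 CPM and IBR 134 to 187, against 250 untreated. In Z138, YM155 had 70.2 and IBR 70.2 and 44.5, against 158 and 189. This reading is a description only, but the missing calls do not show that BIRC5 was unchanged. MCL1 (chromosome 1, 150560895 to 150579739) averaged 380 ± 91.7 CPM in CON, 284 ± 146 in BTZ, 277 ± 74.1 in IBR, 338 ± 48.03 in YM155 and 331 ± 58.8 in S63845. No single agent moved it past the threshold, with fitted changes of -0.41 in BTZ, -0.28 in IBR, 0.01 in YM155 and -0.05 in S63845. In BTZ_CLF against CLF, MCL1 changed by -0.90 as deposited (adjusted p over the list 0.0249), but by 0.01 with mitochondrial genes left out and by 0.16 with size factors.

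**Figure D4:**
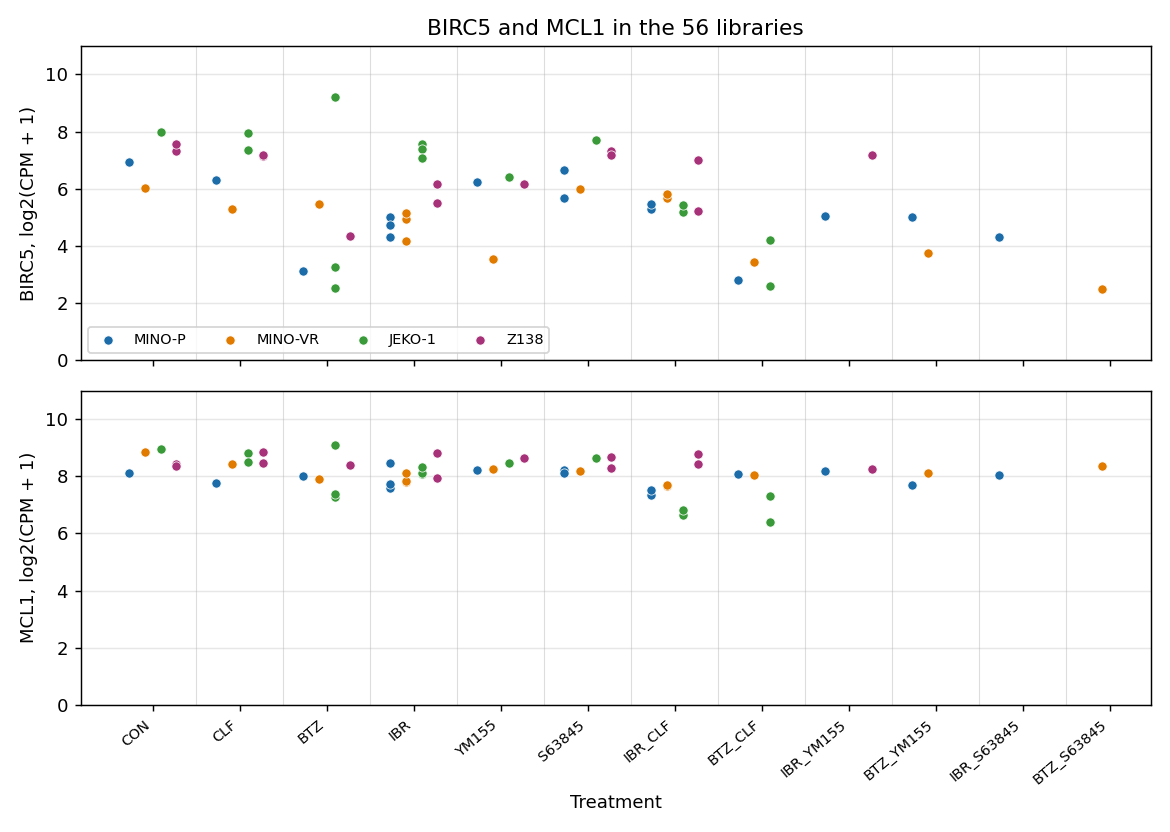
BIRC5 and MCL1 in log2(CPM + 1), vertical, by treatment, with 1 point per library coloured by cell line. BIRC5 lies between 4.97 and 17.3 CPM in the 4 BTZ_CLF libraries and between 64.1 and 250 CPM in the 5 CON libraries, while MCL1 lies between 279 and 494 CPM in CON.

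Fixed gene sets were tested to see which processes moved together. Of the 80 tests, camera with its preset correlation called 42. Of these 42, fry also called 7, and with an estimated correlation 0 of 80 were called (11 at an unadjusted p under 0.05). The 7 sets called by both were these. In BTZ, heat shock proteins were higher (20 of 20 genes, median log2 fold change 1.47, camera adjusted p 1.58e-20, fry 0.00825), DNA replication was lower (0 of 28 higher, median -2.48, camera 2.27e-18, fry 4.46e-05), cell cycle was lower (0 of 24 higher, median -2.75, camera 7.10e-17, fry 8.92e-05) and NF-kB and B-cell receptor targets were lower (1 of 26 higher, median -1.56, camera 0.000157, fry 6.39e-05). In IBR, the oxidative stress response was higher (15 of 15, camera 1.76e-17, fry 0.000296), DNA replication was lower (0 of 28 higher, median -1.62, camera 3.73e-20, fry 0.00376) and NF-kB and B-cell receptor targets were lower (0 of 26 higher, median -1.24, camera 5.65e-12, fry 0.000279). These directions held under both other scalings. The median of all genes was -0.42 in BTZ as deposited, so its lower sets lie below that median by less than their own values show. Fry alone called apoptosis (2 of 18 higher, median -0.71, fry 0.00376) and p53 targets (5 of 22 higher, median -0.66, fry 0.00588) as lower in BTZ, where camera did not (0.474 and 0.323).

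Among the sets called by camera and not by fry, sterol synthesis was higher in CLF (20 of 21 genes, median 0.65, camera adjusted p 2.99e-20, fry 0.339). Camera also called it higher in S63845 (20 of 21, adjusted p 8.92e-05), YM155 (19 of 21, 0.00281) and IBR (16 of 21, 0.0447). It was not called in BTZ (5 of 21 higher). Sterol synthesis went the other way in IBR_CLF against IBR (1 of 21 higher, median -0.51, camera 0.000111, fry 0.281). NF-kB and B-cell receptor targets were higher in IBR_CLF than in IBR (23 of 26, median 0.52, camera 9.98e-14, fry 0.0589), while they were lower in IBR than in CON. Proteasome subunits were higher in BTZ (27 of 31, median 0.30, camera 4.55e-09, fry 0.582), and the amino acid stress response was higher in IBR (18 of 19, median 0.75, camera 7.87e-06, fry 0.0982). The oxidative stress response, called by both tests in IBR, was called higher by camera and not by fry in the other single agents. In CLF, YM155 and S63845, 15 of 15 of its genes were higher, and in BTZ 13 of 15. All single agents were compared with the same untreated libraries. A shift shared by the agents may come from these libraries and does not point to 1 drug.

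MINO-VR and MINO-P were compared over the 9 treatments they share, with 12 and 13 libraries. Of 14631 genes, 3424 were called, 2165 higher in MINO-VR and 1259 lower, with a median of 0.04. The other scalings gave 3481 and 3640, of which 3331 and 3222 were also called as deposited. Within the HK series alone 2047 were called, and within the MCL series alone 1904. IFI44L (ENSG00000137959, chromosome 1, 78619902 to 78646146) had a log2 fold change of 4.35 (SE 0.57, limma adjusted p 1.07e-05), with differences from 0.02 to 7.52 across the 9 treatments. DDX60 (ENSG00000137628, chromosome 4, 168216291 to 168318884) had 3.62 (SE 0.52, adjusted p 2.97e-05) and SPP1 (ENSG00000118785, chromosome 4, 87975667 to 87983533) 3.60 (SE 0.46, adjusted p 7.44e-06). PSAT1 (ENSG00000135069, chromosome 9, 78297125 to 78330094) was lower by the most, with 0.069 ± 0.107 CPM (n = 12) in MINO-VR and 84.2 ± 36.4 CPM (n = 13) in MINO-P, a log2 fold change of -6.13 (SE 0.23, adjusted p 6.37e-14). CST3 (ENSG00000101439, chromosome 20, 23626706 to 23638474) changed by -3.69 (SE 0.16, adjusted p 9.80e-13). At most 5 reads of PSAT1 and 6 of CST3 were recovered in a MINO-VR library, so these fold changes depend on the pseudocount. SNORD3A was lower by -2.98 (SE 0.69, adjusted p 0.00299) and was not called in the HK series alone (adjusted p 0.137, the highest of 35 alternatives, which began at 0.000984). The other 5 genes were called under all alternatives run for them. Of the 10 gene sets, camera called heat shock proteins and DNA replication lower (median -0.15 and -0.19) and sterol synthesis higher (median 0.32), and fry called none of them.

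The differences between MINO-VR and MINO-P were also placed along the chromosomes, in 209 windows of 50 neighbouring genes. In 55 windows the median was beyond 0.25 log2 units, against at most 1 in any of 1000 shuffles of gene order. The number of such windows was 70 of 212 in BTZ against CON and 64 in BTZ_YM155 against BTZ, where shuffles gave at most 18 and 14. After GC content and transcript length were removed, 43 windows were left in MINO-VR against MINO-P (at most 0 in shuffles) and at most 13 in a treatment comparison. On chromosome 2, from 217730 to 241095569, all 14 windows were lower in MINO-VR, with medians from -0.40 to -0.25. On chromosome 19, the 7 windows from 60951 to 19663677 were higher and the 7 from 35319261 to 57727625 were lower. The largest shift was on chromosome 9, where 6 of 8 windows were higher and the medians ran from -0.11 to 0.75. Chromosome 3 held the lowest window, with 6 windows lower, 5 higher and medians from -0.51 to 0.50.

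**Figure D5:**
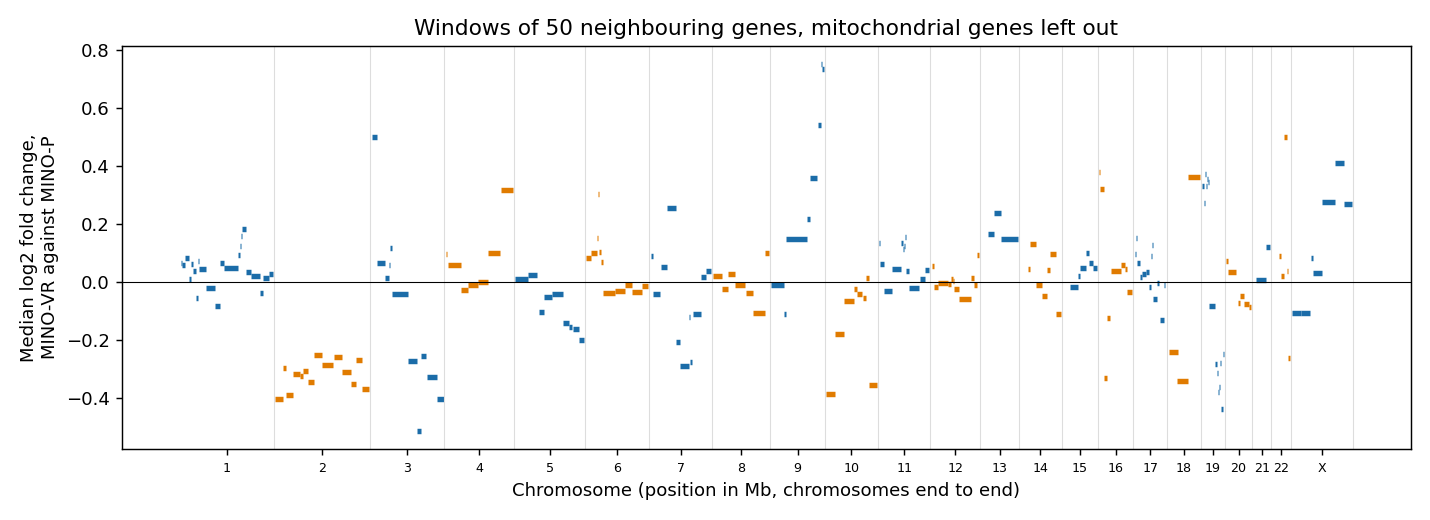
Median log2 fold change of MINO-VR against MINO-P (vertical) in 209 windows of 50 neighbouring genes along the chromosomes (horizontal), with mitochondrial genes left out and 1 point per window. All 14 windows of chromosome 2 lie between -0.40 and -0.25, and the windows of the first part of chromosome 19 lie between 0.27 and 0.37.

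Whether CLF added to IBR acted alike in the 4 lines was tested by the interaction of cell line and CLF. As deposited, 4181 of 15294 genes were called. Once mitochondrial genes were left out, 507 were called, of which 384 were also called as deposited, and with size factors 593. The count rested on JEKO-1: without that line 0 genes were called (491 at an unadjusted p under 0.05), and 0 also with mitochondrial genes left out (585 unadjusted). Among the 507 genes, the median absolute change on adding CLF was 2.06 log2 units in JEKO-1, 0.311 in MINO-P, 0.257 in MINO-VR and 0.222 in Z138.

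Z138 was compared within the line, with 2 libraries in each group. IBR, CLF, S63845 and IBR_CLF each gave 0 called genes of 14028 against CON, with 2731, 108, 149 and 1482 genes at an unadjusted p under 0.05. With the library-name suffix as a block, IBR gave 724 calls, and with only the 4 libraries compared it gave 10.

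The combinations with S63845 had 1 library each, so their values have no replicate check. In MINO-P, IBR_S63845 had 1125 genes more than 1 log2 unit above the mean of the 2 S63845 libraries and 2177 more than 1 below. BIRC5 differed by -1.87, MCL1 by -0.11 and PMAIP1 by 0.81. With mitochondrial genes left out, 2069 genes were above and 1437 below, MCL1 differed by 0.25 and BIRC5 by -1.53. Against the 3 IBR libraries of MINO-P, BIRC5 differed by -0.39 as deposited and by -0.12 with mitochondrial genes left out. In MINO-VR, BTZ_S63845 had 1500 genes above and 1917 below the S63845 library, with BIRC5 at -3.53 and MCL1 at 0.18. The BTZ library of MINO-VR belongs to the HK series and BTZ_S63845 to the MCL series, so their difference mixes drug and series. Against that library, 702 genes were above and 980 below, with BIRC5 at -3.00 and MCL1 at 0.45.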

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

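Of the tests in this part, that of the mitochondrial share was chosen only after the result was seen. The test for a difference between cell lines in the effect of CLF added to IBR called 4181 of 15294 genes, a difference between groups shown by the interaction itself. Of 100 splits of the 19 libraries within cell line, drawn from 6000, 3 gave at least as many genes, the real one included. All 3 were among the 5 drawn splits that left the JEKO-1 libraries as labelled (median 4181), and the highest count of the other splits was 460, although a split with JEKO-1 as labelled reached 6941. The splits therefore speak to JEKO-1 and not to differences among the other lines.

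The JEKO-1 IBR_CLF libraries held 59.1% and 60.7% mitochondrial CPM, against 13.5% to 20.9% in JEKO-1 IBR, so the total shared by CPM values lowers every other gene. With mitochondrial genes left out, 507 genes were called, which argues against this share as the whole cause but leaves it as the cause of most of the 4181. On those values too, 3 of 100 splits gave as many as the real one, and another split reached 2435. Depth also differed, so all 19 libraries were thinned to 2.177 M non-mitochondrial reads. A median of 352 genes was then called over 5 thinnings (327 to 358), to be set against the 507, which argues against depth alone. Without JEKO-1, 0 genes were called (491 at an unadjusted p under 0.05).

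Of the 507 genes, 278 changed more upward in JEKO-1 than in the other lines and 222 more downward. What stays open is whether JEKO-1 responded to the combination or whether these 2 libraries were of lower quality. They are a plain and suffix pair, and such pairs in JEKO-1 differ far less than other replicates, so they may count as little more than 1 sample. The IBR_CLF libraries of MINO-P and MINO-VR are such pairs too, with a chi-square of 7.34 and 6.28 per degree of freedom against 4.32 in JEKO-1. The spread used by the interaction therefore rests partly on these pairs and may be too small. Incomplete poly-A selection of the JEKO-1 IBR_CLF libraries, taken up below, also stays open (lowest summed CPM 32347.6). A difference of the cell line is a hypothesis that these data could not separate from the preparation of 2 libraries.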

How the results depend on the processing

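In this part, leaving out mitochondrial genes, size factors, array weights, averaging plain and a libraries, pairing libraries and leaving out lines from the interaction were chosen only after the data were seen. Of the counts under alternatives, 283 lay within 1.5 times the reported count and 135 did not. For 65 results on named genes and 1646 settings, 1366 kept direction and call, 278 kept the direction but lost the call and 2 reversed. All settings kept the call of 27 of these results. Except where a cause is stated, the cause was not tested.

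With mitochondrial genes left out, the counts were 1851 for IBR, 197 for YM155, 0 for IBR_CLF against IBR (1679 at an unadjusted p under 0.05), 12 for BTZ_CLF against BTZ, 82 for BTZ_YM155 against BTZ, 2759 for BTZ_CLF against CLF, 95 for BTZ_YM155 against YM155 and 507 for CLF added to IBR by cell line. With size factors they were 1983 for IBR, 191 for YM155, 1 for IBR_CLF against IBR, 13 for BTZ_CLF against BTZ, 83 for BTZ_YM155 against BTZ, 1348 for IBR_CLF against CLF, 2740 for BTZ_CLF against CLF, 141 for BTZ_YM155 against YM155 and 593 for the interaction. Both settings remove the shared total that a high mitochondrial share takes up. MCL1 in BTZ_CLF against CLF reversed, from -0.90 to 0.0141 with mitochondrial genes left out and 0.16 with size factors.

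With array weights, the counts were 8 for CLF, 4500 for IBR, 672 for YM155, 3 for S63845, 543 for IBR_CLF against IBR, 1 for BTZ_CLF against BTZ, 90 for BTZ_YM155 against BTZ, 3470 for IBR_CLF against CLF and 1414 for BTZ_YM155 against YM155. Without the series term they were 2436 for IBR, 16 for BTZ_YM155 against BTZ and 2747 for IBR_CLF against CLF. With JEKO-1 and Z138 only, where fewer libraries were fitted, they were 79 for IBR, 1 for YM155, 1 for IBR_CLF against IBR and 3 for IBR_CLF against CLF.

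Averaging the libraries of each line and treatment, which leaves fewer samples, gave 2586 for BTZ, 443 for IBR, 0 for IBR_CLF against IBR (435 unadjusted), 10 for BTZ_YM155 against BTZ, 132 for IBR_CLF against CLF, 3809 for BTZ_CLF against CLF and 179 for BTZ_YM155 against YM155. Averaging plain and a libraries gave 739 for IBR, 12 for YM155, 0 for IBR_CLF against IBR (465 unadjusted), 30 for BTZ_YM155 against BTZ, 61 for IBR_CLF against CLF and 3602 for BTZ_CLF against CLF. Pairing libraries by line and replicate gave 0 for CLF (1215 unadjusted), S63845 (581), BTZ_CLF against BTZ (456) and IBR_CLF against IBR (905).

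With at least 10 reads in every library, where fewer genes were tested, the counts were 2212 for BTZ, 594 for IBR, 24 for YM155, 0 for IBR_CLF against IBR (909 unadjusted), 4415 for BTZ_CLF against CLF and 2 for BTZ_YM155 against YM155. With no filter they were 71 for YM155, 1 for IBR_CLF against IBR, 1 for BTZ_CLF against BTZ, 70 for IBR_YM155 against IBR, 319 for BTZ_YM155 against BTZ, 19 for IBR_YM155 against YM155 and 152 for BTZ_YM155 against YM155. With a pseudocount of 0.1 they were 20 for YM155, 0 for IBR_CLF against IBR (1470 unadjusted) and 18 for BTZ_YM155 against YM155.

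With the library-name suffix as a replicate block, the counts were 486 for IBR_CLF against CLF and 724 for Z138 IBR against CON. The block gave 3984 for BTZ, 1017 for IBR, 46 for YM155, 2 for IBR_CLF against IBR, 149 for BTZ_YM155 against BTZ, 6422 for BTZ_CLF against CLF, 48 for BTZ_YM155 against YM155, 3400 for MINO-VR against MINO-P, 4097 for the interaction and 0 for each other comparison. With only the 4 libraries compared, Z138 IBR gave 10. MINO-VR against MINO-P gave 2047 in the HK series only and 1904 in the MCL series only, each with fewer libraries. Of the gene set tests, fry called 9 and an estimated correlation 0 (11 unadjusted).

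Leaving out 1 library at a time gave 0 to 1 genes for CLF, 2455 to 5143 for BTZ, 585 to 1267 for IBR, 0 to 34 for YM155, 0 for S63845, 0 to 25 for IBR_CLF against IBR, 230 to 1783 for IBR_CLF against CLF, 3095 to 7450 for BTZ_CLF against CLF, 95 to 755 for BTZ_YM155 against BTZ, 17 to 79 for BTZ_YM155 against YM155, 2972 to 3988 for MINO-VR against MINO-P and 3133 to 5000 for the interaction. It gave 0 for BTZ_CLF against BTZ and for IBR_YM155 against IBR and YM155.

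Leaving out a cell line widened the ranges to 343 (MINO-P) and 1831 (JEKO-1) for IBR, 442 (JEKO-1) for YM155, 2 (Z138) for S63845, 86 (Z138) for IBR_CLF against IBR, 132 (MINO-P) for IBR_CLF against CLF, 2346 (JEKO-1) for BTZ_CLF against CLF, 17 (JEKO-1) for BTZ_YM155 against BTZ and 458 (JEKO-1) for BTZ_YM155 against YM155. For the interaction it gave 0 (JEKO-1) to 5441 (Z138), and with mitochondrial genes also left out 0 (JEKO-1), 185 (MINO-VR), 488 (MINO-P) and 1002 (Z138).

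Alternatives fixed in advance that need counts (another count test, its size factors and its default filter) were not run because the values were not treated as counts. Fits that would leave 1 library in a group were not run, which includes the Z138 comparisons without a library. In simulated data 13.5% of changed genes were recovered by the interaction, so a low count there does not show that genes were unchanged.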

Other observations

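Of the tests in this part, those of poly-A selection, of shallow sequencing, of a mixed library and of windows after GC content and length were removed were chosen only after the results were seen. The lists of interferon-stimulated genes, serine synthesis genes and non-polyadenylated RNAs follow up on genes named above in the same comparisons. Their tests use the same libraries and are not independent support. Splits of the libraries within cell line were counted for each comparison with enough libraries. As many genes as reported were called in 1 of 48 splits for BTZ against CON, 1 of 100 for IBR, 1 of 24 for YM155, 1 of 100 for IBR_CLF against CLF, 1 of 24 for BTZ_CLF against CLF, 1 of 100 for MINO-VR against MINO-P and 4 of 100 for IBR_CLF against IBR, the real split included. In BTZ another split reached 2349 genes, and in BTZ_CLF against CLF another reached 4838. Another split reached 552 in IBR_CLF against CLF and 835 in MINO-VR against MINO-P. For CLF and S63845 against CON all 72 splits, and for BTZ_CLF against BTZ all 40, gave at least the 0 genes reported (58, 414 and 986 at an unadjusted p under 0.05), so these splits say nothing further.

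The high mitochondrial share of the 4 JEKO-1 libraries of BTZ_CLF and IBR_CLF (59.1% to 80.5%) was set against library preparation. Their depth was at most 7.04 M reads, and 7 libraries of other groups under 10 M reads held from 15.6% to 67.6%. The low end of this range argues against shallow sequencing alone. All 7 nevertheless lay above the median of 6.69%, so low depth and a high share went together. A fixed list of 31 non-polyadenylated nuclear RNAs summed to at least 32347.6 CPM of the non-mitochondrial reads in these 4 libraries, above each of the 7 JEKO-1 libraries of CLF, IBR, YM155 and S63845, whose highest was 24383.7, and above untreated JEKO-1 at 149.0. JEKO-1 BTZ replicates 1 and 2, without CLF, held 42205.1 and 41846.5 CPM of these RNAs at 67.6% and 67.5% mitochondrial CPM, so the pattern was not particular to combinations with CLF. A candidate explanation is incomplete poly-A selection, or loss of polyadenylated RNA in dying cells, and the data give no measure of viability or RNA integrity to separate these.

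The rise of 7SK and SNORD3A in IBR may belong to the same pattern. In IBR against CON, 19 of 20 other non-polyadenylated RNAs were higher (median 0.51, fry p 0.0273751), but with mitochondrial genes left out the fry p was 0.107 with 21 of 22 higher. The 2 genes are therefore poor evidence for regulation by IBR, and no biological explanation was tested.

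JEKO-1 BTZ replicate 3 differed from replicates 1 and 2. It also had the fewest detected genes of any library, 11836, although its depth was 15.044 M reads. Its 570 low CPM values were the fewest of any library, and the share of them in whole reads, 77.7%, was the lowest. Of 2736 genes of the BTZ response in the other lines, 56.03% moved the same way in it, against 86.44% and 87.83% in the other replicates and 53.36% to 69.85% in treated JEKO-1 libraries without BTZ. By itself this share could come from a library not treated with BTZ, or treated less. Against that, AURKB and PLK1 (1.68 and 2.43 in log2(CPM + 1)) lay below every JEKO-1 library without BTZ, the lowest of which had 2.42 and 5.63. BIRC5 went the other way, at 9.22 above every other JEKO-1 library (7.97 untreated, 3.25 and 2.51 in BTZ replicates 1 and 2), so these 3 mitosis genes do not settle it. HSPA6 does not separate these, since 6.31 lies above untreated JEKO-1 (2.53) but below both JEKO-1 IBR_CLF libraries (up to 8.21). HMOX1 (2.58) lay below BTZ replicates 1 and 2 (6.78 and 6.75) and untreated JEKO-1 (3.71). The library correlated best with untreated JEKO-1 (0.6998 over 3049 genes, against at most 0.412 with another line), which argues against another cell line. Its score on the second principal component (72.874) nevertheless lay among those of Z138 (54.945 to 95.000) and outside those of the other JEKO-1 libraries (9.238 to 30.532). A mixture with Z138 was tested on 9 genes with at least 20 CPM in every Z138 library and at most 0.5 CPM in every other JEKO-1 library. Their median in this library was 0.00% of the Z138 level, with 0 of the 9 above 0.5 CPM, which argues against a large share of Z138. A small share could be missed in a library with so few detected genes. The score was not explained. Another dose or time remains possible and was not tested. Lower quality of this library, with its few detected genes, also stays possible as a cause of these differences and was not tested.

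Z138 IBR_CLF replicate 1 also differed from replicate 2. Of 844 genes of the IBR response in the other lines, 73.58% moved the same way in it, against 89.45% in replicate 2, 86.73% and 87.91% in Z138 IBR and 52.96% to 84.83% in treated Z138 libraries without IBR. Z138 IBR_YM155, which also had IBR, reached 79.38%, below YM155 alone at 84.83%, so this share separates libraries with and without IBR poorly. The size of the response was also read, as the slope of a library's changes on the fold changes of the other lines. It was 0.179 in this library, against 0.432 to 0.689 in the other Z138 libraries with IBR. Treated Z138 libraries without IBR ranged from 0.047 (CLF) to 0.613 (BTZ). The IBR response was thus weak in Z138 IBR_CLF replicate 1. Less or no treatment with IBR stays possible, among other causes that were not tested. Leaving it out raised IBR_CLF against CLF from 814 to 1783 genes.

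The difference between MINO-VR and MINO-P was read as gene sets. A list of 34 other interferon-stimulated genes, without IFI44L and DDX60, was higher in MINO-VR as a set (34 of 34 higher, 26 called, median 1.26, fry p 0.0010443). The median difference was 3.63 in CON, 2.72 in CLF, 1.84 in IBR and 1.89 in IBR_CLF, but 0.08 in BTZ, 0.34 in BTZ_CLF, -0.28 in YM155, 0.44 in S63845 and 0.11 in BTZ_YM155. The set may thus differ between the cultures mainly without BTZ, YM155 or S63845, a dependence that was not tested. Of the 6 other serine synthesis genes 4 were higher and 3 were called (fry p 0.301811). PSPH (0.37) and SHMT2 (0.45) were called higher and MTHFD2 (-0.63) lower, so a lowered pathway cannot be told apart from a change of PSAT1 alone, because the genes of this short list went both ways. Loss of the gene, its silencing and a variant against the reference were not tested.

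Neighbouring genes differed together between MINO-VR and MINO-P. In 55 of 209 windows of 50 genes the median was beyond 0.25, against at most 1 after shuffling, but BTZ against CON had 70 and BTZ_YM155 against BTZ 64 (at most 18 and 14 after shuffling). By that count a copy-number difference cannot be told apart from other causes of shifted windows, because treatments also shift them. After GC content and length were removed, 43 windows remained against 0 after shuffling, which argues against these as the whole cause, and no treatment comparison had more than 13. All 14 windows of chromosome 2 stayed lower in MINO-VR. A gain or loss of chromosome segments is a candidate explanation of these 43 windows, and a DNA measurement would be needed to test it.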
